A study of Homo sapiens and Mus musculus with 6 samples.

How the data were processed

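Total RNA of a human cancer cell line and mouse reference RNA were hybridized separately to the second version of a dual-species microarray, which per the labels carries Agilent catalogue probes together with user-designed probes meant to be specific to human or to mouse transcripts. Each array received 1.5 µg of total RNA that had been primed with an oligo-dT primer and copied into cDNA with a Cy3-labelled nucleotide, so that every array held a single colour and a single species. The titles name the human cell line as MDA-MB-435, an established line first described as breast cancer and now regarded as derived from melanoma. The sample characteristics give the same line but also call the sample human reference RNA, and the extraction notes name a squamous carcinoma line of the head and neck instead. The groups here follow the titles, and the source of the human RNA is not settled beyond them. Of the 6 arrays, 3 held human RNA and 3 held mouse RNA. The labels do not say whether the replicates came from separate cultures or extractions, so the p-values measure only the spread between arrays, which may be technical.

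The authors deposited 1 value table of 92852 features and 6 arrays, without missing values. The deposited values run below 0 and up to 16.4, and they were read as log2 signal because a natural or decimal logarithm of that size would exceed the range of a scanner. The software, background correction and normalization behind the deposited log2 values are not given in the sources used here. The column medians ran from 3.86 to 4.57, so that the columns had not been centred on the median nor made equal in distribution. The 5.74% to 10.3% of values below 0 on each array correspond to signals under 1 unit, where a log2 value depends strongly on how background had been removed.

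The table names its features only by whole numbers between 4 and 105068, with 12216 numbers in that range without a row. No table pairing these numbers with a probe, a gene or the species for which a probe was designed was used here. Comparisons by species of design, of user-designed with catalogue probes, of genes with a probe for each species, of gene lists, and the named marker genes had been planned before the data were examined and were therefore not run. The same fit and the same detection rule were applied to all 92852 features together. Control spots could not be recognised by number and none was removed on that ground.

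Each array was centred on the 75th percentile of its own values. Human RNA was compared with mouse RNA per feature with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend of the variance on the mean, over all 6 arrays and without a replicate block. A feature was called when its p-value, adjusted by Benjamini-Hochberg over 92852 features, was under 0.05 and its log2 difference was at least 1. The 95% confidence interval of each difference came from the same moderated fit, and a feature was counted as alike with both RNAs when this interval lay within 1 log2 of 0. Because negative controls could not be recognised, a feature was counted as detected with an RNA when it exceeded the median of the array on all 3 arrays of that RNA. This limit puts 50 percent of the features of any single array above it by construction, and only the joint behaviour of the RNAs is informative. With no detection flags in the table, it is a working limit and not a measured background. Features were named by a rule set before the data were examined, as those with the largest difference in each direction among called features whose 3 arrays of one RNA all lay above the 3 of the other and whose overall mean was above that of the median feature. Since no gene name could be attached, 2 feature numbers per direction are given.

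The test was tried on simulated data with the mean of each real feature over all 6 arrays and its spread pooled over both RNAs. The simulated errors were independent, with the same spread for both RNAs and no shift particular to an array. The real data depart from this, so the shares below hold for the simulated setting only. With 200 of 92852 features changed in the human against mouse comparison, 70.0% of those changed by 4 log2 and 6.0% of those changed by 2 log2 were recovered. In that setting 5.81% of the calls were false. With 40000 features changed, closer to the number called in the real data, the recovered shares were 96.8% and 75.6%, and 2.76% of the calls were false. The number of arrays, 3 per RNA, limits the precision. No 2 arrays shared an identical value for any feature.

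Other centrings (none, the median, the 95th percentile), quantile normalization, a filter on dim features, a fit without the variance trend, other minimum differences, a replicate block, other detection limits and the omission of each array in turn were tried. The 95th percentile and the omission of both replicate 2 arrays were chosen after seeing the data. Centring that weighs human and mouse probes equally could not be run without the species of design.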

Results

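The data consisted of 6 arrays, 3 hybridized with RNA of the human line MDA-MB-435 and 3 with mouse reference RNA, read over the same 92852 features. The array was built to measure human cancer cells and mouse stroma side by side, as in a human tumour grown in a mouse, and hybridizing each RNA alone shows how far the features respond to one species and how far to both. Each feature is a numbered spot without a gene name or a species of design in the values analysed here. A difference between the RNAs at a feature therefore combines the species of the transcript, the expression of the gene in one RNA source against the other, and binding to transcripts other than the intended one.

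Replicate arrays of one RNA resembled each other closely and the RNAs did not. Across features, Pearson's r between 2 arrays of human RNA ran from 0.935 to 0.942, and between 2 arrays of mouse RNA from 0.949 to 0.958. Between an array of human RNA and one of mouse RNA it ran from 0.218 to 0.374 over the 9 pairs. The means of the 3 arrays per RNA correlated with r = 0.285 (Spearman's rho 0.291) across features, which are not independent replicates.

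The replicate spread depended on brightness. The SD over 3 arrays had a median of 0.50 log2 for human RNA and 0.43 log2 for mouse RNA. In the dimmest decile of features the median SD was 1.23 log2 with human RNA and 1.08 log2 with mouse RNA, against 0.34 and 0.33 log2 in the brightest decile. At dim features the spread between replicates was thus about as large as the smallest difference that could be called.

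**Figure D1:**
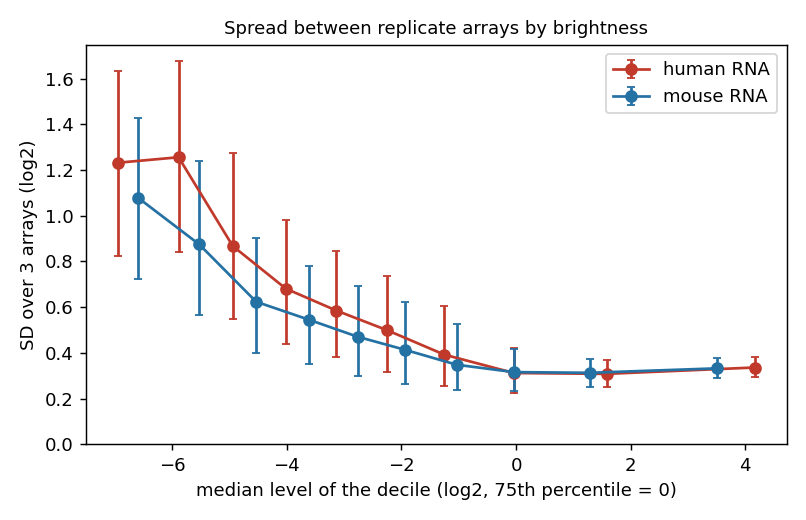
The SD over the 3 replicate arrays of each RNA (log2, vertical axis) is plotted against the median level of each decile of features ranked by brightness (log2, with the 75th percentile of each array at 0). Points are medians over features and bars run from the lower to the upper quartile; the median SD falls from 1.23 to 0.34 log2 with human RNA and from 1.08 to 0.33 log2 with mouse RNA.

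The first comparison asked how many features told human from mouse RNA. Of the 92852 features, 26007 (28.0%) were higher with human RNA and 28219 (30.4%) were higher with mouse RNA in the limma fit, at an adjusted p under 0.05 and a difference of at least 1 log2. The remaining 38626 features (41.6%) were not called. By the values as they stand, 12858 features were higher with human RNA by at least 4 log2 and 13963 with mouse RNA by as much, together 49.5% of the calls, and 2759 and 2614 by at least 8 log2. These sizes lean on dim levels that depend on background removal. With group means below the median of their arrays raised to it, 7332 and 7257 of the called features still differed by at least 4 log2, 26.9% of the calls, and 612 and 731 by at least 8 log2. In 64.6% of all features the 3 arrays of one RNA all lay above the 3 of the other, where chance alone gives 10 percent. Among the calls this held for 99.5% of those for human RNA and 98.7% of those for mouse RNA, which the calling rule itself largely brings about. The median standard error of a difference was 0.52 log2. The median difference over all features, human minus mouse, was -0.17 log2 with arrays centred on the 75th percentile, 0.16 log2 with centring on the median and -0.82 log2 with centring on the 95th percentile. The balance of the calls followed it, with 48.0% of calls higher with human RNA in the first case, 52.1% in the second and 40.0% in the third, so that which RNA had more features on its side was not settled by these data.

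**Figure D2:**
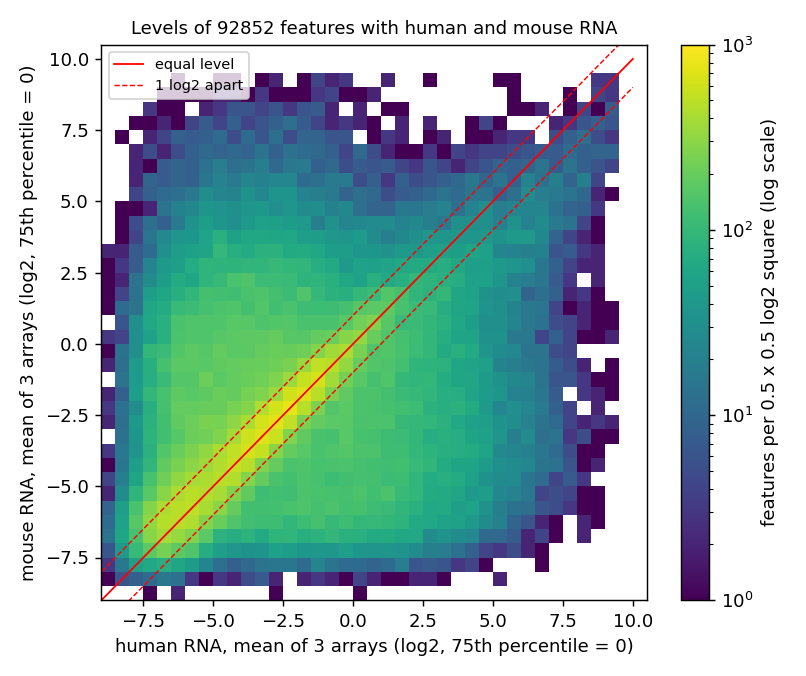
The mean level of each feature on the 3 arrays of mouse RNA (vertical axis) is plotted against its mean level on the 3 arrays of human RNA (horizontal axis), both in log2 with the 75th percentile of each array at 0, and colour gives the number of features per square on a log scale. The solid line marks equal levels and the dashed lines a difference of 1 log2; features spread along both axes away from the lines, and 28.0% and 30.4% of them were called higher with human and with mouse RNA.

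The largest differences stood at features that were among the brightest with one RNA and near the floor with the other. Feature 3894 had a centred level of 8.55 ± 0.46 log2 with human RNA and -6.39 ± 1.56 log2 with mouse RNA (SD, n = 3), a difference of 14.94 ± 0.60 log2 (SE, limma adjusted p = 1.54e-10). Feature 38537 differed by 14.91 ± 0.56 log2 in the same direction (SE, limma adjusted p = 9.97e-11). In the other direction, feature 1673 had a level of -7.28 ± 1.34 log2 with human RNA and 8.46 ± 0.35 log2 with mouse RNA (SD, n = 3), a human minus mouse difference of -15.74 ± 0.54 log2 (SE, limma adjusted p = 5.65e-11), and feature 67152 differed by -15.38 ± 0.39 log2 (SE, limma adjusted p = 2.17e-11). Since the dim level of these features lies where values depend on background removal, their differences were also taken against the median of the arrays on the dim side, and then came to 10.88, 10.52, 11.11 and 10.60 log2 in the order given. The fit pools the spread of both RNAs and borrows from features of similar overall mean, so these standard errors may be too small. The limma adjusted p ran from 1.18e-06 to 1.69e-06 without the variance trend, and from 4.44e-05 to 6.39e-05 with a replicate block.

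The second comparison asked how many features gave signal with both RNAs. Of all features, 23964 (25.8%) exceeded the array median on all 6 arrays, 17224 (18.5%) on the 3 arrays of human RNA and not on all 3 of mouse RNA, and 17557 (18.9%) the reverse. A further 34107 features (36.7%) met the limit with neither RNA. Of the 41188 features detected with human RNA, 58.2% were also detected with mouse RNA, where unrelated detection would give 44.7%. Of the 41521 detected with mouse RNA, 57.7% were also detected with human RNA, where unrelated detection would give 44.4%. In single pairs of a human and a mouse array, between 30.0% and 33.2% of features lay above both medians (SD 1.00 percentage points over 9 pairs), where unrelated arrays would give 25 percent. The highest share belonged to the pair of both replicate 2 arrays, and the other 8 pairs reached at most 31.6%. The shares with all 3 arrays required depend on the limit: at the 75th percentile 7.79% of features were detected with both RNAs, and at the 25th percentile 50.7%.

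Detection with both RNAs did not mean an equal level. Among the 23964 features detected with both, 7704 (32.1%) were called higher with human RNA, 5739 (23.9%) higher with mouse RNA and 10521 were not called. Features detected with human RNA only were called higher with it in 89.3% of cases, and those detected with mouse RNA only were called higher with that in 94.6%. These classes were made from the same arrays as the calls, which largely fixes the direction. Features detected with neither RNA made up 16.2% of all calls, 2915 higher with human RNA and 5873 higher with mouse RNA. Among the features detected with at least 1 RNA the calls were 23092 for human RNA and 22346 for mouse RNA. In the main fit the larger total for mouse RNA thus came from the features detected with neither. That total was not larger in every setting. With centring on the median the calls were 27971 for human RNA and 25696 for mouse RNA, and with quantile normalization 26924 for each. The split by detection was not computed in those settings. Over all features, the 95% interval of the difference lay within 1 log2 of 0 for 2165 features (2.33%), of which 2126 were detected with both RNAs. The median standard error was 0.52 log2, and at that error or above no feature could count as alike, whatever its difference. The spread was smaller at bright features. The low count, and its place among features detected with both RNAs, thus follow in part from precision. This count moved with the fit, to 5302 with a replicate block, and to 891 and 792 without human RNA replicates 1 and 3 and 892 and 712 without mouse RNA replicates 1 and 3. Of the 38626 features that were not called, 781 had an adjusted p under 0.05 in the limma fit but differed by less than 1 log2, and 35680 were neither shown to differ nor shown to be alike.

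The third comparison took the brightest features of each RNA. Of the 4643 features in the top 5 percent with human RNA, 4156 (89.5%) were called higher with human RNA, 64 (1.38%) higher with mouse RNA and 423 (9.11%) were not called. Of the 4643 in the top 5 percent with mouse RNA, 3433 (73.9%) were called higher with mouse RNA, 626 (13.5%) higher with human RNA and 584 (12.6%) were not called. The lists were picked by the same levels that enter the difference, so a large share higher with the RNA that picked them is built in. What share unrelated RNAs would give was not computed. Centred on the 95th percentile, the numbers called higher with their own RNA were 3846 and 3599, closer together. Of the brightest with human RNA, 31.7% ± 2.2 fell at or below the median on the mouse RNA arrays, and of the brightest with mouse RNA, 37.4% ± 1.5 did so on the human RNA arrays (SD, n = 3), where 50 percent would be found for unrelated features. Both lists shared 1098 features, 23.6% of each, against 5 percent for unrelated lists. In the main fit 626 of these were called higher with human RNA, 64 higher with mouse RNA and 408 were not called. The median difference over all features moved from -0.17 log2 in the main fit to -0.82 log2 with centring on the 95th percentile. How far the imbalance of 626 to 64 depends on the centring was not tested.

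The replicate 2 array stood apart from its companions with both RNAs. The SD over all features was 3.37 log2 on human RNA replicate 2, against 3.53 and 3.58 on replicates 1 and 3, and 3.07 log2 on mouse RNA replicate 2, against 3.22 and 3.24. The 99th percentile was 12.85 log2 on human RNA replicate 2 against 13.49 and 13.54, while the median was higher, at 4.32 log2 against 3.87 and 3.86. On mouse RNA replicate 2 the 99th percentile was 12.28 log2 against 12.94 and 12.92, and the median 4.57 log2 against 4.28 and 4.29. The shift also depended on the other RNA. Between the lower and upper quartile of brightness, features within 1 log2 of equal levels read higher on replicate 2 than on replicates 1 and 3 by a median of 0.65 log2 with human RNA and 0.69 log2 with mouse RNA. Features at least 2 log2 dimmer with the other RNA read lower there, by -0.41 and -0.36 log2. Without both replicate 2 arrays the calls numbered 25842 for human RNA and 27345 for mouse RNA.

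**Figure D3:**
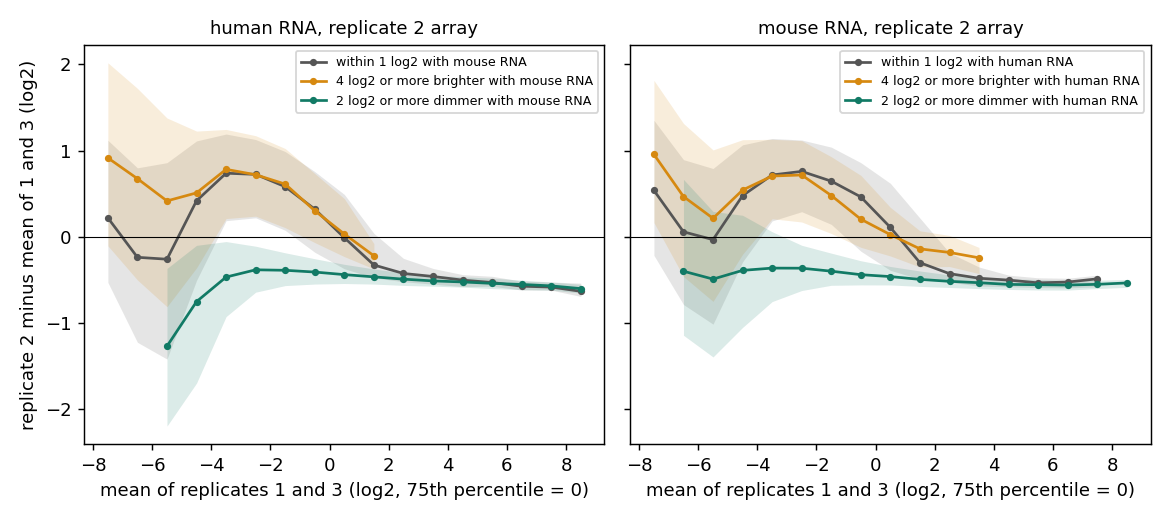
The replicate 2 array minus the mean of replicates 1 and 3 of the same RNA (log2, vertical axis) is plotted against that mean (log2, 75th percentile of each array at 0) for human RNA on the left and mouse RNA on the right. Lines join medians over features in steps of 1 log2 and bands run from the lower to the upper quartile, for features within 1 log2, at least 4 log2 brighter or at least 2 log2 dimmer with the other RNA; between the quartiles of brightness the first lie at 0.65 and 0.69 log2 and the last at -0.41 and -0.36 log2.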

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

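The counts of features called higher with human RNA and with mouse RNA stayed within 1.5 times their values in each of the 10 other settings and with each array left out in turn. They ran from 21582 to 27971 and from 22447 to 32523 over the settings, and from 25007 to 26171 and from 26170 to 29517 over the omissions. None of the features called with centring on the 75th percentile was called in the opposite direction in any of these, and the 4 features given by number kept their direction and their call in each. Only quantile normalization and the omission of arrays change the differences feature by feature. The other settings move all differences alike or leave them unchanged, so a reversal there was hardly possible. The number of features alike with both RNAs was unstable. It was 990 with centring on the median, 3879 with quantile normalization and 1189 without the variance trend. It lay between 712 and 892 with a replicate 1 or 3 array left out. Without the replicate 2 array of human or of mouse RNA it was 1498 and 1710, and 2961 without both. The omission of replicate 2 arrays thus lowered it less or raised it, and the cause was not tested. With a replicate block this number was 5302, while the calls were 26069 for human RNA and 28168 for mouse RNA. The labels number the replicates 1 to 3 for both RNAs. Deviations of same-numbered arrays from their group means correlated across features at 0.03, 0.20 and 0.12, against -0.16 to 0.05 for arrays of different number. The replicate 2 and replicate 3 arrays correlated best with their own number, and the replicate 1 arrays did not. The main fit did not take the numbers as pairs, and whether they are pairs was not settled.

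The shares of features detected depend on the limit by construction. With the limit at the 75th percentile they were 7.79% with both RNAs, 14.7% with human RNA only, 14.2% with mouse RNA only and 63.2% with neither. At the 25th percentile they were 50.7%, 14.7%, 17.4% and 17.1%. When 2 of 3 arrays sufficed, 31.0% were detected with both and 30.9% with neither. With an array left out, the share with human RNA only ran from 17.7% to 20.5%, with mouse RNA only from 18.0% to 21.2% and with neither from 34.5% to 36.5%, and in each the highest or lowest value came from leaving out a replicate 2 array. Signal over background cannot be judged from these values, and features with deposited values near or below 0 have no reliable order. Other choices that need a species of design or a gene name (centring that weighs the probes of each species equally, the mean over the probes of a gene, an estimated correlation for gene lists, and those for the contrast of human and mouse probes per array) were not run.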

Other observations

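All the tests in this part were written before their results were seen, except those on admixture and on target signal relative to background, which were chosen afterwards. The narrower range of the replicate 2 arrays had been noticed first.

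The replicate 2 arrays of human and of mouse RNA spanned a narrower range than the other arrays and correlated best with each other across the RNAs. Compression that depends only on how bright a spot is would treat features of equal brightness alike. Instead, at equal brightness, the replicate 2 array read features bright with the other RNA above features dim with it. Set against the mean of replicates 1 and 3, the difference was 0.87 log2 for human RNA and 0.89 log2 for mouse RNA. This was 1.03 and 1.15 log2 more than for replicates 1 and 3, but their own baselines include replicate 2, which enlarges the contrast. These values argue against such compression and are what more off-target binding, or an admixture of the other RNA, would give. An admixture or leakage of the other labelled cDNA at a fixed share adds the more to a feature the brighter that is with the other RNA. To lift features within 1 log2 of equal levels above features at least 2 log2 dimmer with the other RNA by the 1.06 log2 seen for human RNA and 1.05 log2 for mouse RNA, it would have to lift features at least 4 log2 brighter with the other RNA by a further 2.21 log2 in both cases. Between the lower and upper quartile of brightness, where all these values were taken, their excess was 0.66 and 0.62 log2, against 0.65 and 0.69 log2 for features within 1 log2, and over 10 steps within that range it reached at most 0.81 and 0.76 log2, which argues against an admixture as the source of this excess. A smaller share was not settled. Among features below the lower quartile on replicates 1 and 3 of their own RNA and at 10 log2 or more as deposited with the other, the log2 slope on the other RNA was -0.0627 on human RNA replicate 2 (936 features, 95% limits -0.14 to 0.01), against -0.0111 and -0.00827 on replicates 1 and 3, and 0.140 on mouse RNA replicate 2 (1231 features, 0.08 to 0.20), against 0.0553 and 0.0482. The slope was thus no higher on replicate 2 with human RNA and higher with mouse RNA. Own signal was low at these features. Their median as deposited was 1.30 log2 on human RNA replicate 2, against 0.81 log2 on replicates 1 and 3 and 11.17 log2 with mouse RNA. On mouse RNA replicate 2 it was 1.44 log2, against 1.22 and 1.25 log2, and 11.08 log2 with human RNA. These medians leave room for a small share only. They lie where values depend on background removal, and the choice of features used replicates 1 and 3, so no limit was set.

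Which kind of feature took up the excess stays open. The excess of features within 1 log2 of equal levels differed by -0.00439 log2 for human RNA and 0.0718 log2 for mouse RNA from that of features at least 4 log2 brighter with the other RNA, so that it was not shown whether probes that read the other species or probes that bind either RNA took up the excess. A candidate explanation, left open by the values, is that target signal was lower relative to a general background on both replicate 2 arrays. Above the 75th percentile, the shift of features at least 2 log2 dimmer with the other RNA varied by 0.16 log2 with brightness for human RNA and 0.10 log2 for mouse RNA. A single factor on target signal would give a constant shift. With human RNA these features instead fell at every step, from -0.44 log2 at a level around 0.5 to -0.60 log2 around 8.5. With mouse RNA they went from -0.46 log2 around 0.5 to -0.56 log2 around 6.5 and -0.53 log2 around 8.5. Bright features alike with both RNAs followed them: at a centred level around 3.5 log2, features within 1 log2 shifted by -0.46 log2 on human RNA replicate 2 (394 features) and by -0.48 log2 on mouse RNA replicate 2 (366 features), down and not up. Dim features, which a background added to every spot would lift most, went both ways: at centred levels around -7.5, -6.5 and -5.5 log2, features within 1 log2 shifted by 0.22, -0.24 and -0.26 log2 on human RNA replicate 2 and by 0.54, 0.06 and -0.03 log2 on mouse RNA replicate 2, and features at least 4 log2 brighter with the other RNA shifted by 0.92, 0.68 and 0.42 log2 and by 0.96, 0.47 and 0.22 log2. Features at least 2 log2 dimmer with the other RNA went down at around -5.5 log2. They shifted by -1.27 log2 on human RNA replicate 2 (182 features) and by -0.49 log2 on mouse RNA replicate 2 (436 features). With quartiles of the shifts more than 1 log2 apart there, and dim features picked by the arrays they are set against, these values decide nothing. Labelling, washing or a shared slide could each bear on this and were not tested, since the values carry no slide or date.

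The real grouping called 54226 features, and the highest count among the other 9 of the 10 splits of the 6 arrays into 3 and 3 was 0; the real split alone, 1 of 10, gave as many. With 10 splits no share under 0.05 can be reached. Every other split puts arrays of both RNAs on each side, so that the differences between the RNAs enter the spread. Low counts there follow from this, and the comparison decides nothing about chance.

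Of the brightest 1 percent, 185 features were shared, 19.9% of each list against 1 percent for unrelated lists. Whether they lie in conserved transcripts was not tested.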
